A study of Bos taurus with 18 samples. Its data were reported in "Age dependent changes in the LPS induced transcriptome of bovine dermal fibroblasts occurs without major changes in the methylome" (2015).

How the data were processed

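RNA was sequenced from 18 cultures of bovine dermal fibroblasts, which are skin cells grown from biopsies. The labels give 6 groups of 3 libraries: cultures taken at 5 months and at 16 months of age, each sampled at 0, 2 and 8 h of exposure to 100 ng/ml of lipopolysaccharide (LPS), a component of the bacterial outer membrane. The replicate number is the animal, and both ages came from the same 3 animals. The 3 times of one animal and age are called a culture below, which makes 6 cultures. No cultures without LPS were analysed here for 2 h or 8 h, so every change after LPS also contains any change with time or handling.

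The deposited files hold raw read counts, one file per library, which the authors made with NextGENe 2.3.4 after a quality filter and a match of single-end reads to the UMD 3.1 assembly. Each file lists 59846 windows. Of these, 27550 are gene windows that span a gene with its introns, and 32296 lie between genes. Counts over all windows came to between 1.54 and 1.76 per matched read, so a read can be counted in more than 1 window. A total of 3905 gene windows (14.2%) overlap another gene window. The files do not state whether the strand of a read was used, so the values of overlapping genes cannot be assigned to either gene with certainty. Gene names are those of the files. They were looked up in an annotation of the ARS-UCD2.0 assembly for names only, where 19566 of the 27371 symbols were found. No genome sequence of the UMD 3.1 assembly was at hand, so base composition could not be computed.

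Counts of gene windows were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F test, trimmed mean of M values (TMM) factors, two-sided). Genes entered a fit when they had a CPM (count scaled by library size) of at least 1 in at least 3 of the 6 or 6 of the 12 libraries of that fit. A gene is called when its p adjusted by the Benjamini-Hochberg method is under 0.05 and its fold change is at least 2 in either direction. The response to LPS was tested over 12 libraries, 0 h and one later time, with the culture as block, for both ages together and for each age with a shared estimate of the spread. Age was tested over the 6 libraries of each time with the animal as block. The difference in response between the ages was tested as the interaction of age and time. Values per library are given as CPM of gene-window counts, with the standard deviation (SD) of 3 libraries. Fold changes are log2 values from edgeR. The standard error (SE) beside them was computed as the size of the log2 fold change over the square root of its F statistic. This SE is approximate and too small where a group had few reads. The SE of a difference need not follow from those of its parts. Where every library of a group had 0 reads, a fold change is a lower bound computed against 3 reads over the group. Intervals and floors cover counting error only.

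The pairing comes from the labels and the methods of the study. It was checked as the correlation, across genes, of the deviations of same-numbered 5-month and 16-month libraries from their group means. At 0 h these were 0.384, 0.687 and 0.396 for animals 1, 2 and 3. At 8 h they were 0.451, 0.594 and 0.254. At 2 h they were 0.0783, 0.228 and -0.0221. Libraries of animals 1 and 3 correlated across their numbers about as well, with 0.364 and 0.498 at 0 h.

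The tests were tried on simulated counts with the spread of each comparison, the same for every library of a gene. In them, 194 to 200 genes were changed 4-fold (2 on the log2 scale). All changed genes were recovered in the comparisons at 0 h and 8 h. The recovery was 92.8% of 194 for LPS at 2 h in both ages, 80.8% of 198 in 5-month cultures, 81.1% of 196 in 16-month cultures and 30.8% of 195 for the difference between ages at 2 h. For age at 2 h it was 0% of 195. At most 7 unchanged genes were called in any comparison.

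The comparisons, the tests, 12 gene lists, the genes to be named and most of the alternatives were fixed before the data were examined. Named are 6 genes that the study measured by RT-PCR (IL8, TNF, TLR4, CD14, CCL20 and SAA3), 4 genes of DNA methylation (DNMT1, DNMT3A, DNMT3B and UHRF1) and, per comparison, the 3 largest rises and the 2 largest falls among called genes with a mean above 1 CPM and the same sign in every pair. The lists hold 195 genes, of which 8 are not in the files. A study inflammatory list and a study interferon list hold immune genes that the study tabulated from these libraries, so they are not independent evidence. The others, from general knowledge, are a general NF-kB list, a general interferon list, immediate early genes, proliferation, LPS receptor, methylation and markers of macrophages, keratinocytes, endothelium and smooth muscle. Lists with enough tested genes were tested in limma 3.58.1 with camera (preset correlation 0.01, log2 CPM with a prior count of 2), with fry and camera with an estimated correlation beside it, over 37 pairs of list and comparison.

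Alternatives were size factors as in DESeq2 (RLE), upper-quartile factors and library size only in place of TMM factors; no filter, or filters on CPM in every library or on mean CPM; the edgeR likelihood-ratio test, DESeq2 1.42.0, limma-voom and a robust prior; no fold change minimum; no block, or a block by animal; all 18 libraries in one fit; windows summed per symbol; and each animal or culture left out. Chosen after seeing the data were limma-voom with sample quality weights, replicates 1 and 3 summed as one animal, all windows with either edgeR test, and a term for libraries with under 96% of reads matched. Windows between genes were left out of the comparisons in the report because they have no gene name. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 prepared the tables and figures.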

Results

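Transcripts of 18 fibroblast cultures were counted, 3 libraries for each of 2 ages at 3 times of LPS exposure. The libraries held between 41064293 and 108597957 reads, of which 95.1% to 97.4% were matched. Gene-window counts of replicates 1, 2 and 3 in 5-month cultures were 77138963, 127757907 and 111610594 at 0 h. At 2 h they were 51495294, 104258956 and 128698264, and at 8 h 110169769, 67923762 and 99152276. In 16-month cultures the counts were 90150990, 76174804 and 77576437 at 0 h. They were 93444998, 107872418 and 84025539 at 2 h, and 94994892, 81839849 and 66955034 at 8 h. With at least 1 CPM in 3 of 6 libraries, 12984 genes were detected at 0 h, 12856 at 2 h and 13055 at 8 h. Asking for at least 10 reads in place of 1 CPM gave 16292, 16325 and 16427 genes.

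One library lay far from the rest. In replicate 3 of the 16-month cultures at 2 h, the SD of log2 deviations from the median of the libraries was 1.44, and in the other 17 libraries it ran from 0.306 to 0.459. Mitochondrial windows took 1.04% of its counts and between 1.78% and 2.20% elsewhere. The biological coefficient of variation between cultures of the same age, with animals as blocks, was 0.0948 at 0 h, 0.424 at 2 h and 0.106 at 8 h. Without animal 3 the value at 2 h was 0.130.

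**Figure D1:**
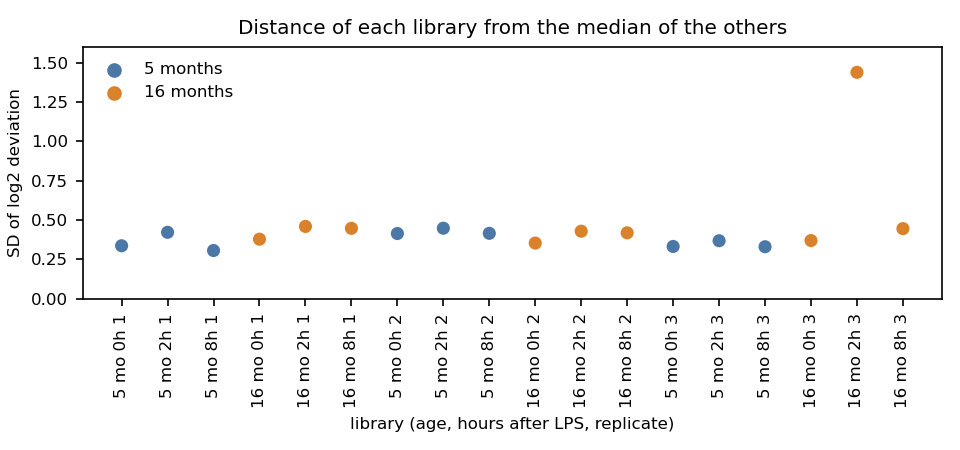
Standard deviation of log2 deviations of each library (vertical axis) from the median of the libraries, by age, hour and replicate (one point per library). Replicate 3 of the 16-month cultures at 2 h is at 1.44, and the other libraries lie between 0.306 and 0.459.

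The first comparison asks which genes respond to 2 h of LPS in cultures of either age. Of 12859 genes tested over 12 libraries, 309 were called, 201 higher and 108 lower, and 303 of them had the same sign in all 6 cultures. The count with no fold change minimum was 705, the alternative that moved it most. Leaving out 1 culture changed the count by over 1.5 times in 4 cases, to 179 and 180 without 16-month replicates 1 and 2, and to 186 and 198 without 5-month replicates 1 and 3. TMM factors gave 65.05% of the calls as higher, while library size only gave 53.69% of 298 calls. That scaling shifted the median log2 fold change of all genes to -0.18 for both ages, to -0.30 in 16-month cultures and to -0.20 for the difference between ages. Upper-quartile factors shifted these medians to -0.12, -0.18 and -0.11.

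Among the named genes, IL8 (chromosome 6, 90559882 to 90563647) rose by 6.97 ± 0.711 (SE) on the log2 scale in 6 of 6 cultures (edgeR adjusted p 0.00361). Largest rises and falls, here and below, are those among called genes with a mean above 1 CPM and the same sign in every pair, which leaves out genes under the filter such as TNF, CCL20 and SAA3. The first of these at 2 h were RRAD (chromosome 18, 34746055 to 34749250), FOSB (chromosome 18, 53501995 to 53508418) and ARC (chromosome 14, 2892673 to 2894998). RRAD rose by 9.06 ± 0.384 (adjusted p 0.000353). This value rests on 2 reads in 5-month and 1 read in 16-month libraries at 0 h, and the ratio of CPM over all cultures was 561 with a 95% Clopper-Pearson interval from 192 to 2724. FOSB rose by 7.70 ± 0.272 (adjusted p 0.000262), from 0.377 ± 0.278 to 72.6 ± 14.9 CPM in 5-month and from 0.304 ± 0.0226 to 50.4 ± 19.2 CPM in 16-month cultures (SD, n = 3). ARC rose by 7.66 ± 0.347 (adjusted p 0.000379). The largest falls were those of LOC100848155 (chromosome 3, 21478570 to 21494663) with -4.14 ± 0.331 and TXNIP (chromosome 3, 21489097 to 21493258) with -4.03 ± 0.298, at adjusted p 0.0018 and 0.00168. The window of LOC100848155 spans that of TXNIP on the opposite strand but has fewer counts (mean 4.75 against 38.7 CPM), so shared reads cannot make up the fall of TXNIP. Whether LOC100848155 fell on its own is not shown. TXNIP went from 90.6 ± 4.34 to 7.53 ± 3.31 CPM in 5-month cultures. TLR4 (chromosome 8, 108828899 to 108839911) was not called, with -0.43 ± 0.157 (adjusted p 0.212).

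At 8 h of LPS against 0 h, 270 of 12972 genes were called, 182 higher and 88 lower, with the same sign in every culture for 262. With no fold change minimum the count was 7588, at a coefficient of variation of 0.0943. Among the tested genes IL8 had the largest rise, 8.02 ± 0.256 (SE, adjusted p 1.15e-06). IL6 (chromosome 4, 31578311 to 31582679) rose by 6.81 ± 0.471 (adjusted p 2.43e-05) and CFB (chromosome 23, 27225266 to 27231292) by 6.56 ± 0.224 (adjusted p 1.53e-06). The largest falls were those of KLF15 (chromosome 22, 61283172 to 61292869), -2.97 ± 0.209, and LMCD1 (chromosome 22, 17961210 to 18018234), -2.26 ± 0.279, with adjusted p 2.62e-05 and 0.000283. Each of these 5 genes moved the same way in 6 of 6 cultures. TLR4 was at -0.09 ± 0.1 (adjusted p 0.48). The 2 h and 8 h comparisons shared 56 called genes, 55 with the same sign. Their fold changes correlated with r 0.281 across 12791 genes, which are not independent replicates. Both use the 0 h libraries, and 10 simulations of that sharing with no LPS effect gave a mean r of 0.504 and 0 shared calls. Every library was simulated with the spread of the 8 h comparison (0.0943), while that of the 2 h comparison was 0.299. The simulated values are therefore no baseline for the observed r or for the shared calls.

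**Figure D2:**
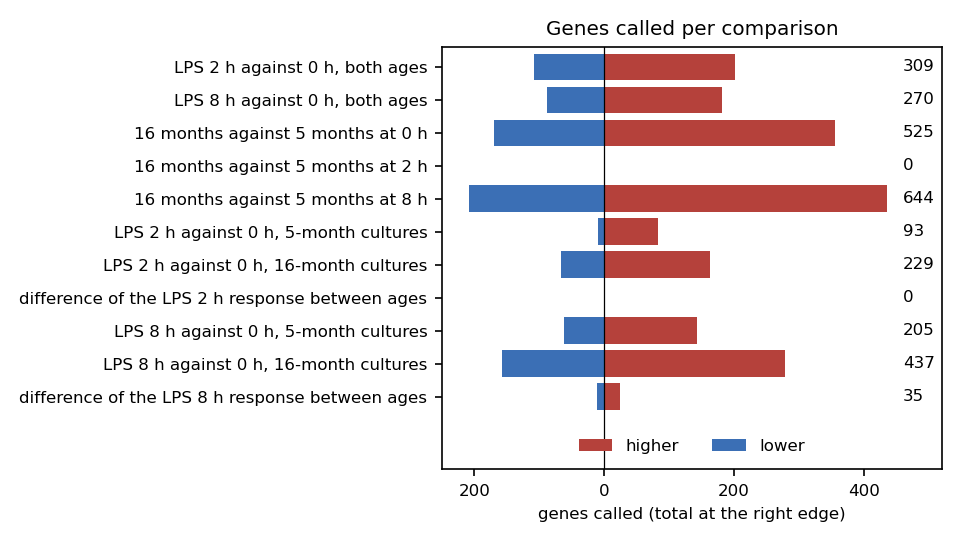
Genes called in each comparison by edgeR, counted on the horizontal axis with lower genes to the left of 0 and higher genes to the right. Age at 8 h has the most calls, 644, and age at 2 h and the difference of the 2 h response between ages have 0.

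The age comparisons ask how cultures of the same animals differ between 16 and 5 months. At 0 h, 525 of 12984 genes were called, 355 higher and 170 lower in 16-month cultures. NPY1R (chromosome 6, 2415744 to 2423446) differed by 6.65 ± 0.372 (SE, adjusted p 0.000905), from 0.0277 ± 0.0107 to 3.47 ± 1.46 CPM (SD, n = 3), with 9 reads in all 5-month libraries. GREB1 (chromosome 11, 86199441 to 86268193) differed by 6.33 ± 0.547 (adjusted p 0.00256) and ACAN (chromosome 21, 20800158 to 20868837) by 6.06 ± 0.128 (adjusted p 0.000603). EYA4 (chromosome 9, 72417015 to 72736957) was lower by -4.19 ± 0.246 (adjusted p 0.00102) and CD200R1L (chromosome 1, 58085014 to 58125875) by -4.17 ± 0.536 (adjusted p 0.00751). All 5 had the same sign in 3 of 3 animals. TLR4 was higher by 1.06 ± 0.3 in 3 of 3 animals and was not called (adjusted p 0.06), with 0.65 without replicate 1. It was called without replicate 2 (1.37), with library size only, with at least 1 CPM in every library, and by the likelihood-ratio test, DESeq2 and limma-voom, the last also with quality weights.

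At 8 h, 644 of 13055 genes were called for age, 435 higher and 209 lower. Of these, 390 were also called at 0 h, all with the same sign, and the fold changes correlated with r 0.843 across 12803 genes. NPY1R was higher by 6.59 ± 0.376 (adjusted p 0.00149), TMEM100 (chromosome 19, 6236878 to 6242782) by 5.91 ± 0.219 (adjusted p 0.000991) and GREB1 by 5.63 ± 0.251 (adjusted p 0.00106). EYA4 was lower by -4.42 ± 0.2 (adjusted p 0.00109) and PAX3 (chromosome 2, 111127792 to 111229639) by -4.34 ± 0.338 (adjusted p 0.00228). Among the genes measured by RT-PCR in the study, IL8 was higher in 3 of 3 animals by 1.73 ± 0.12 (adjusted p 0.00191, not called at 1.71 with all 18 libraries in one fit) and CCL20 (chromosome 2, 116759408 to 116762490) by 3.35 ± 0.346 (adjusted p 0.00414). SAA3 (chromosome 29, 26668045 to 26671778) was higher by 2.40 ± 0.476 (adjusted p 0.0211), which was 1.83 without replicate 1 and 2.26 without replicate 3 and 2.21 with replicates 1 and 3 summed, and called in none of these cases. TLR4 was higher by 1.38 ± 0.245 (adjusted p 0.0159), which was 1.09 without replicate 1 and 1.38 without replicate 3 and 1.31 with replicates 1 and 3 summed, and called in none of these cases.

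At 2 h, the edgeR quasi-likelihood test called 0 of 12856 genes for age, with 666 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.341. On simulated data with this spread it recovered 0% of 4-fold changes. The likelihood-ratio test called 162 higher and 56 lower genes, DESeq2 called 224 and limma-voom 0. Leaving out an animal gave 26 calls without animal 1, 41 without animal 2 and 388 without animal 3. The differences at 2 h were still estimated. IL8 was higher in 16-month cultures by 2.59 ± 0.343 (adjusted p 0.359), TNF (chromosome 23, 27533901 to 27536674, a window that overlaps another gene) by 3.42 ± 0.344 (adjusted p 0.341) and CCL20 by 4.21 ± 0.866 (adjusted p 0.545), each in 3 of 3 animals and none past the threshold of this test. All 3 were called by the likelihood-ratio test, DESeq2 and limma-voom with quality weights and with replicates 1 and 3 summed, and IL8 also with all 18 libraries in one fit. With 1 animal left out, IL8 was called without replicate 3 (2.91), TNF without replicate 2 (3.58) or 3 (3.20), and CCL20 without any 1 of the 3 (4.64, 4.95 and 3.31).

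**Figure D3:**
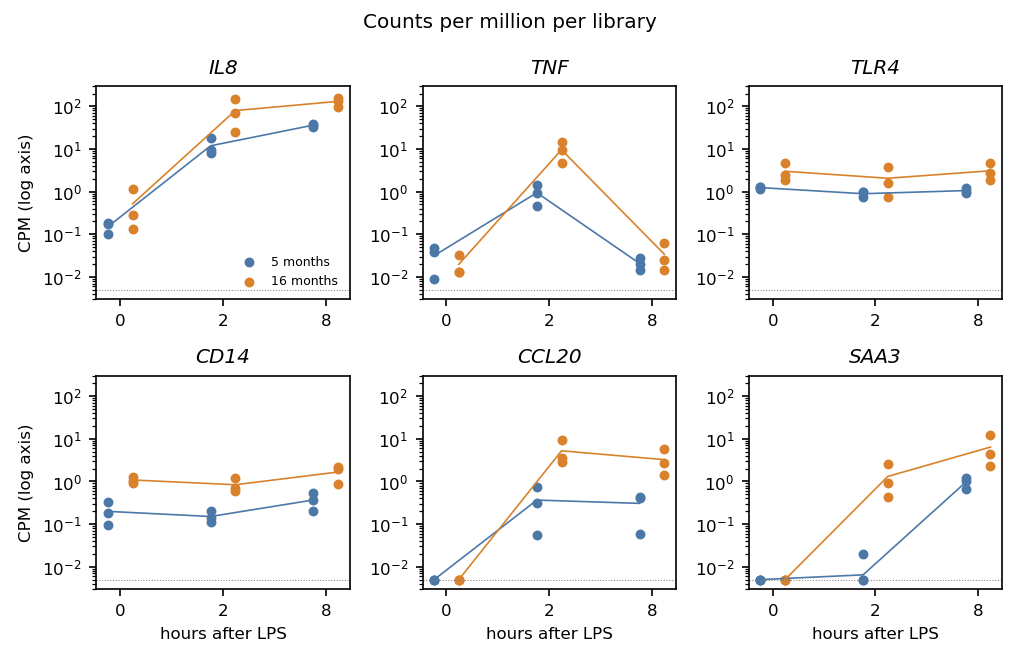
CPM per library (vertical log axis) of IL8, TNF, TLR4, CD14, CCL20 and SAA3 at 0, 2 and 8 h of LPS (horizontal axis, hours not to scale), with points for libraries and lines through the group means. Libraries with 0 reads are drawn on the dotted line, and IL8 reaches a mean of 131 CPM in 16-month and 36.3 CPM in 5-month cultures at 8 h.

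IL8 went from 0.151 ± 0.0432 at 0 h to 11.9 ± 5.34 at 2 h and 36.3 ± 3.78 CPM at 8 h in 5-month cultures, and from 0.518 ± 0.540 to 79.7 ± 60.6 and 131 ± 29.5 CPM in 16-month cultures (SD, n = 3). TNF, CD14, CCL20 and SAA3 were below the filter in the LPS comparisons and are given as CPM. TNF was at 0.0316 ± 0.0200, 0.944 ± 0.484 and 0.0207 ± 0.00627 CPM at 0, 2 and 8 h in 5-month cultures. In 16-month cultures it was at 0.0198 ± 0.0117, 9.60 ± 5.14 and 0.0342 ± 0.0256 CPM. CCL20 had 0 reads in every library at 0 h. Against a floor of 3 reads per group, it was at least 38.7-fold higher at 2 h and at least 32.4-fold higher at 8 h in 5-month cultures. The bounds in 16-month cultures were at least 426-fold and at least 264-fold. SAA3 also had 0 reads at 0 h. It had 1 read in 5-month cultures at 2 h, where no fold is given, and at 8 h it was at least 102-fold higher there. In 16-month cultures SAA3 was at least 107-fold higher at 2 h and at least 521-fold higher at 8 h. CD14 was at 0.199 ± 0.116, 0.151 ± 0.0454 and 0.369 ± 0.160 CPM in 5-month and at 1.09 ± 0.172, 0.839 ± 0.341 and 1.67 ± 0.714 CPM in 16-month cultures at 0, 2 and 8 h. Age was not tested for CD14, which was below the filter.

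The responses of each age ask whether cultures of one age react to LPS. At 2 h, 93 genes were called in 5-month cultures, 83 higher and 10 lower, and 229 in 16-month cultures, 163 higher and 66 lower, with 88 called in both. Each count hung on single cultures. In 5-month cultures it was 0 (442 genes at an unadjusted p under 0.05), 5 and 2 without 5-month replicates 1, 2 and 3, and 31, 31 and 324 without 16-month replicates 1, 2 and 3. In 16-month cultures it was 26, 38 and 469 without their own replicates 1, 2 and 3, and 80, 102 and 47 without those of the 5-month cultures. Without the block, the count in 5-month cultures was 157. The likelihood-ratio test called 246 and 472 genes and DESeq2 259 and 504. In 5-month cultures the largest rises were those of ARC (8.34 ± 0.343, SE, adjusted p 0.00393), RRAD (8.15 ± 0.458, adjusted p 0.0049) and FOSB (7.84 ± 0.406, adjusted p 0.0049). RRAD had 2 reads at 0 h, and its ratio of CPM was 307 with a 95% interval from 84.5 to 2538. LOC100848155 fell by 3.67 ± 0.382 (adjusted p 0.027) and TXNIP by 3.59 ± 0.34 (adjusted p 0.0179). IL8 rose by 6.31 ± 0.948 and was not called (adjusted p 0.0615). It was called without 16-month replicate 3, by the likelihood-ratio test and DESeq2, with no block or a block by animal, with all 18 libraries in one fit, with replicates 1 and 3 summed and with quality weights, at 6.22 to 6.39 in each case. Of the 5 largest changes, FOSB lost its call without 5-month replicate 1, ARC without 1 or 3, and RRAD without any 1 of those 3 cultures. TXNIP lost it without any of these or 16-month replicate 1, and LOC100848155 without any of these or 16-month replicate 1 or 2.

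In 16-month cultures at 2 h, the largest rises among the tested genes were those of RRAD (10.03 ± 0.51, SE, adjusted p 0.00264), IL1A (8.73 ± 1.19, adjusted p 0.0282) and IL8 (7.69 ± 1.03, adjusted p 0.0271, not called at 7.50 with library size only). RRAD had 1 read at 0 h, and its ratio of CPM was 992 with a 95% interval from 178 to 39230. IL1A (chromosome 11, 46349422 to 46360402) had 3 reads at 0 h, with a ratio of 417 and an interval from 142 to 2024. LOC100848155 fell by 4.67 ± 0.41 (adjusted p 0.00852) and KCNE4 (chromosome 2, 111987824 to 111991013) fell by 4.54 ± 0.473 (adjusted p 0.0134). Without 16-month replicate 1 or 2, each of these genes but RRAD lost its call. So did IL8 without any 1 of the 5-month replicates, IL1A without 5-month replicate 1 or 2, and KCNE4 without 5-month replicate 3.

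At 8 h, 205 genes were called in 5-month cultures, 143 higher and 62 lower, and 437 in 16-month cultures, 279 higher and 158 lower, with 150 in both, all with the same sign. The largest rises in 5-month cultures were IL8 (7.92 ± 0.365, SE, adjusted p 2.32e-05), PTX3 (6.69 ± 0.427, adjusted p 7.14e-05) and CFB (5.86 ± 0.126, adjusted p 3.75e-07). PTX3 (chromosome 1, 111027803 to 111033868) overlaps another gene window and had 5 reads at 0 h. KLF15 fell by 2.74 ± 0.273 (adjusted p 0.000352) and INSIG1 (chromosome 4, 117906798 to 117920023) by 1.90 ± 0.0837 (adjusted p 1.72e-05). In 16-month cultures IL8 rose by 8.05 ± 0.317 (adjusted p 5.39e-06), ISG15 (chromosome 16, 52714627 to 52715654) by 7.80 ± 0.383 (adjusted p 9.63e-06) and IL6 by 7.42 ± 0.47 (adjusted p 2.13e-05). KLF15 fell by 3.23 ± 0.284 (adjusted p 7.53e-05) and LMCD1 by 3.00 ± 0.164 (adjusted p 1.35e-05).

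The interaction of age and time asks whether the response itself differs between the ages. At 2 h, 0 of 12859 genes were called by the edgeR quasi-likelihood test, with 168 genes at an unadjusted p under 0.05. The likelihood-ratio test called 7, DESeq2 14, limma-voom 0, and the quasi-likelihood test without 16-month replicate 3 called 3. The IL8 difference was 1.38 ± 1.25 (SE, adjusted p 0.655). It ran from 0.49 without 16-month replicate 1 to 2.77 without 16-month replicate 3, and with quality weights it was called at 2.79. At 8 h, 35 of 12972 genes were called, 24 with a higher and 11 with a lower signed log2 change in 16-month cultures. This count was 0 without the block (1087 genes at an unadjusted p under 0.05), 14 with a block by animal, 68 with DESeq2 and 77 with the likelihood-ratio test. Without 5-month replicates 1, 2 and 3 it was 1, 8 and 3, and without 16-month replicates 1, 2 and 3 it was 2, 93 and 2. TGM3 (chromosome 13, 53261632 to 53304213) had the largest difference, 3.64 ± 0.634 (adjusted p 0.0444). OAS1 (chromosome 17, 63638182 to 63678163, overlapping another gene window) differed by 3.00 ± 0.378 (adjusted p 0.0251) and SERPINB2 (chromosome 24, 12747969 to 12765314) by 2.96 ± 0.274 (adjusted p 0.0202). HDAC9 (chromosome 4, 27066696 to 27268346) differed by -2.51 ± 0.186 (adjusted p 0.0121) and ACAN by -1.95 ± 0.177 (adjusted p 0.0202). HDAC9 changed by 0.013 in 5-month and -2.49 in 16-month cultures, a stronger response in the latter. ACAN changed by 1.81 and -0.14, a weaker one. Each of these differences had the same sign in 3 of 3 animals. HDAC9 was called whichever culture was left out, but not with no block, with all 18 libraries in one fit or with replicates 1 and 3 summed. Of the fits with 1 culture left out, TGM3 was called only without 16-month replicate 2, and OAS1 and ACAN only without replicate 2 of either age. SERPINB2 lost its call without replicate 1 of either age. TGM3, OAS1, SERPINB2 and ACAN also lost their calls with no block, with a block by animal and with replicates 1 and 3 summed. So did TGM3 with a robust prior, and OAS1, SERPINB2 and ACAN with all 18 libraries in one fit. IL8 (0.12 ± 0.814, adjusted p 0.954) and TLR4 (0.30 ± 0.181, adjusted p 0.41) were not called.

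Over the genes raised in either age, the rise was larger in 16-month cultures for 133 of 167 (79.6%) at 2 h and for 261 of 304 (85.9%) at 8 h. The median rises at 8 h were 0.96 and 1.36 in 5-month and 16-month cultures. Genes enter this count by a call in either age, and both ages share 1 estimate of the spread. Of the called genes, raised or lowered, 141 at 2 h and 287 at 8 h were called only in 16-month cultures. Only in 5-month cultures it was 5 and 55. A gene called in only 1 age tends to show the larger change there, so the percentages are not independent of these counts. No share expected under equal responses was computed, so the percentages are not a test of the response.

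**Figure D4:**
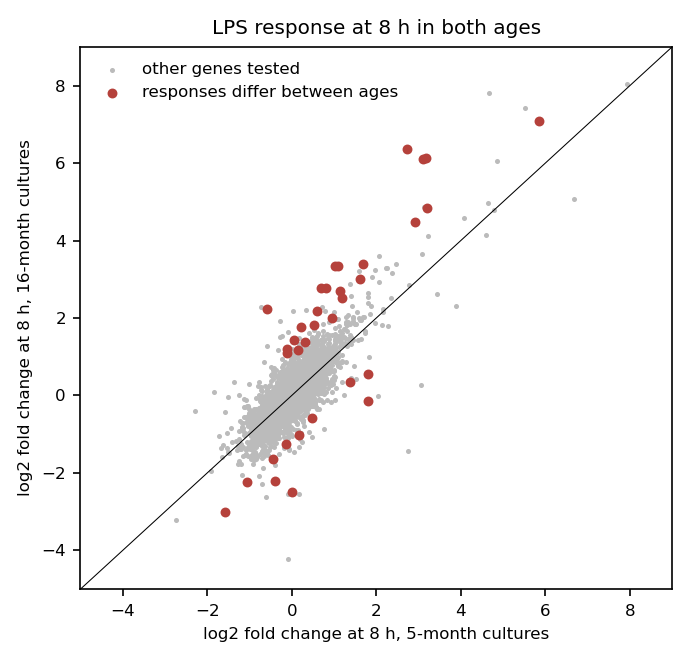
Log2 fold change at 8 h of LPS in 5-month cultures (horizontal axis) against that in 16-month cultures (vertical axis), one point per gene tested, with the line of equal responses. The 35 genes whose response differs between the ages are drawn in red, 24 of them above the line.

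The methylation genes were compared because methylation patterns must be copied at each cell division. UHRF1 (chromosome 7, 20436669 to 20469912) was higher in 16-month cultures by 1.78 ± 0.0653 at 0 h (SE, adjusted p 0.000675), 1.76 ± 0.255 at 2 h (adjusted p 0.386, not called) and 1.88 ± 0.135 at 8 h (adjusted p 0.00206). DNMT1 (chromosome 7, 15913445 to 15956917) was higher by 0.70 ± 0.073 (adjusted p 0.00429), 0.59 ± 0.236 (adjusted p 0.683) and 0.77 ± 0.0437 (adjusted p 0.00149), under the fold change minimum at each time. At 2 h UHRF1 was called without replicate 3 (1.86), by the likelihood-ratio test and DESeq2, with all 18 libraries in one fit, with replicates 1 and 3 summed and with quality weights. Both differences held in 3 of 3 animals at each time, and both windows overlap another gene. DNMT3A was at 0.647 ± 0.0623 CPM in 5-month and 0.598 ± 0.109 CPM in 16-month cultures at 0 h (SD, n = 3) and was not tested. The files hold no window named DNMT3B. With LPS at 8 h in both ages, UHRF1 rose by 0.46 ± 0.078 (adjusted p 0.00132) and DNMT1 by 0.32 ± 0.0404 (adjusted p 0.000341). At 2 h they changed by -0.17 ± 0.0971 (adjusted p 0.474) and -0.31 ± 0.0711 (adjusted p 0.0594). Their differences in response between the ages were not called, with UHRF1 at -0.02 ± 0.211 (adjusted p 0.959) at 2 h and 0.12 ± 0.154 (adjusted p 0.709) at 8 h, and DNMT1 at -0.11 ± 0.147 (adjusted p 0.672) and 0.08 ± 0.0751 (adjusted p 0.6).

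Gene lists were tested with camera over 37 pairs of list and comparison, and 20 passed an adjusted p of 0.05. Of those 20, 10 also passed with fry, and 0 passed with camera under an estimated correlation, where 5 had an unadjusted p under 0.05 and the smallest adjusted p was 0.179. The proliferation list was higher in 16-month cultures, with a median difference of 1.37 at 0 h (28 windows, camera adjusted p 9.1e-20, fry adjusted p 0.0128), 1.00 at 2 h (camera adjusted p 4.8e-15, fry adjusted p 0.038) and 1.44 at 8 h (camera adjusted p 3.92e-17, fry adjusted p 0.015). At 0 h, 25 of its windows were called, 27 had an adjusted p under 0.05 over all genes and 28 when adjusted over the list alone. At 2 h these counts were 0, 0 and 15. The general NF-kB list was higher at 2 h by a median of 1.37 (20 genes, all higher, camera adjusted p 2.17e-14, fry adjusted p 0.0128), with 0 genes past 0.05 over all genes and 12 adjusted over the list alone. At 8 h the median was 0.56 (camera adjusted p 7.43e-06, fry adjusted p 0.0529), with 7 genes called and 16 adjusted over the list alone. At 0 h it was 0.09 (camera adjusted p 0.169, fry adjusted p 0.0245). The study inflammatory list was higher by a median of 0.29 at 0 h, 2.35 at 2 h and 1.49 at 8 h (camera adjusted p 0.0074, 3.92e-17 and 3.81e-06, fry adjusted p 0.0128, 0.015 and 0.0512). Adjusted over the list alone, 5 of 7, 13 of 13 and 13 of 13 of its genes passed.

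The general interferon list was higher in 16-month cultures only at 8 h, by a median of 0.71 (26 genes, all higher, camera adjusted p 1.88e-07, fry adjusted p 0.105), with medians of 0.06 at 0 h and -0.10 at 2 h (camera adjusted p 0.621 and 0.729). The study interferon list had a median of 2.48 at 8 h (7 genes, camera adjusted p 0.000336, fry adjusted p 0.0823) and too few tested genes at 0 h and 2 h. Smooth muscle markers were lower by -0.40 at 0 h (camera adjusted p 0.0142, fry adjusted p 0.0622) and -0.52 at 8 h (camera adjusted p 0.000525, fry adjusted p 0.0128). At 2 h their median was 0.06 and their mean -0.13, and the test pointed down (camera adjusted p 0.729). Without replicate 3 that median was -0.33 (camera p 0.00398, fry p 0.0121), and without replicates 1 and 2 it was 0.23 and 0.28. LPS receptor genes had medians of 0.21, 0.03 and 0.14 at 0, 2 and 8 h (camera adjusted p 0.0601, 0.143 and 0.143, with fry at 0.0466 for 0 h). Their median at 2 h was 0.25 without replicate 3, with 10 of 10 genes higher (camera p 0.00174, fry p 0.0511), and -0.10 and -0.04 without replicates 1 and 2. Immediate early genes had medians of 0.02, -0.14 and -0.01, with camera adjusted p 0.622, 0.245 and 0.994. At 2 h the median of immediate early genes was -0.52 without replicate 1, -0.34 without replicate 2 and 0.05 without replicate 3, and that of the general interferon list -0.41, -0.21 and 0.00. Too few methylation genes were tested for a list test (2 of 4).

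For the response to LPS, lists were summarised by medians and not tested. At 2 h in both ages the medians were 1.21 for immediate early genes, 1.75 for the general NF-kB list, 5.18 for the study inflammatory list, -0.32 for the general interferon list and -0.32 for proliferation. At 8 h they were 0.40, 1.21, 4.08, 0.60 and -0.35. For the difference in response between ages at 2 h, the general NF-kB list had a median of 1.23 (18 genes, all larger in 16-month cultures, camera adjusted p 1.39e-15, fry adjusted p 0.0243) and the study inflammatory list 1.29 (10 genes, camera adjusted p 8.19e-11, fry adjusted p 0.0245). Adjusted over the list alone, 10 and 4 of their genes passed, against 0 over all genes. At 8 h the study interferon list had a median of 2.63 (4 genes, camera adjusted p 5.7e-05, fry adjusted p 0.0245). The general interferon, general NF-kB and study inflammatory lists had medians of 0.63, 0.53 and 0.38 (camera adjusted p 4.78e-12, 0.000333 and 0.0142), and none of these passed with fry (adjusted p 0.0622, 0.179 and 0.138). Adjusted over the list alone, 4, 17, 11 and 1 genes of these 4 lists passed, against 3, 3, 2 and 0 over all genes. At 2 h the general interferon list had a median of -0.37 (6 of 22 genes larger in 16-month cultures, camera adjusted p 0.0388, fry adjusted p 0.156) and smooth muscle markers 0.63 (6 of 7 genes larger, camera adjusted p 0.0123, fry adjusted p 0.333), with -0.09 for the latter at 8 h (camera adjusted p 0.472). The lists with no difference in response past the threshold at either time were immediate early genes (medians -0.20 and -0.06, camera adjusted p 0.206 and 0.169), LPS receptor genes (-0.07 and -0.02, camera adjusted p 0.994 and 0.621) and proliferation (-0.25 and 0.14, camera adjusted p 0.169 and 0.0661). Without replicate 3 the proliferation medians were -0.07 at 2 h, with 4 of 28 windows larger in 16-month cultures (camera p 0.00273, fry p 0.411), and 0.02 at 8 h (camera p 0.815). The other leave-outs at 8 h went the other way. The proliferation median was 0.20 without replicate 1, with 27 of 28 windows larger (camera p 0.00147, fry p 0.552). It was 0.21 without replicate 2 (camera p 3.57e-05, fry p 0.19). Immediate early genes at 2 h were at -0.67 without replicate 1 (camera p 0.0157, fry p 0.175). LPS receptor genes at 2 h were at -0.31, -0.15 and 0.0025 without replicates 1, 2 and 3 (camera p 0.827, 0.724 and 0.289).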

Values the study reported

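The study reported 617 transcripts that changed after 2 h of LPS, 414 of them up and 203 down, and 414 after 8 h, with 260 up and 154 down. Between the ages it reported 628, 280 and 920 genes at 0, 2 and 8 h, of which 400, 206 and 595 were higher in the 16-month cultures. It counted 18,919, 18,616 and 19,204 targets as detected at 0, 2 and 8 h. At hour 0 it gave differences between the ages of 1.6 fold for DNMT1 and 3.4 fold for UHRF1.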

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

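The tests on overlapping windows, on 1 culture far from the others, on an unequal start at 0 h and on a shift of every early response were chosen after the result was seen.

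The response to 8 h of LPS differed between the ages for 35 genes, by the test of age against time. The count of calls was 0 with no block, 0 with all 18 libraries in one fit and 14 with a block by animal. With replicates 1 and 3, which hardly differed, summed as one animal, it was also 0, with fewer samples. DESeq2 gave 68 calls and the likelihood-ratio test 77. Of the genes named beforehand by rule, TGM3 (3.64), OAS1 (3.00) and SERPINB2 (2.96) had a higher signed log2 change in 16-month cultures. HDAC9 (-2.51) and ACAN (-1.95) had a lower one. For HDAC9 this was a fall in 16-month cultures (-2.49) against 0.013 in 5-month cultures, so not a weaker response. All 24 genes with a larger value rose in 16-month cultures, 9 of the 11 with a smaller value fell there, and 7 of the 35 moved in opposite directions in the 2 ages. The interferon lists held 5 of the 35 and the NF-kB and inflammatory lists 2. Of the 10 ways to split the 6 cultures into groups of 3, 1 gave as many calls, which was the real one. Chance cannot be excluded with 10 splits.

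Several technical explanations of these 35 genes are argued against. After every library was thinned to the smallest, with 66955034 counts, 31 genes were called, 29 of them among the 35, so unequal depth is excluded as the cause. The difference had a Spearman rho of -0.0246 with window length, and 1 of the 35 windows overlaps another gene window, which excludes length bias and shared reads as the source of most calls. The distance of 1 culture stays open, since the fewest calls with 1 culture left out were 1 (without 5-month replicate 1) and the most 93 (without 16-month replicate 2), with fewer samples in each fit. An unequal start also cannot be told apart. Of 28 called genes with a value at 0 h, 20 (71.4%) had an age difference of the opposite sign there, against 53.5% of all genes, but both values share the 0 h libraries. With these explanations open, age remains an untested candidate explanation.

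Differences in response by gene list add 8 values. At 2 h the medians of the difference were 1.23 for the general NF-kB list, 1.29 for the study inflammatory list, 0.63 for smooth muscle markers and -0.37 for the general interferon list. The first 2 passed with camera and fry. Smooth muscle markers (camera adjusted p 0.0123, fry 0.333) and the general interferon list (camera adjusted p 0.0388, fry 0.156) passed only with camera. At 8 h the medians were 2.63 for the study interferon list, which passed with camera and fry, and 0.63, 0.53 and 0.38 for the general interferon, general NF-kB and study inflammatory lists, which passed only with camera. The 2 study lists were drawn from these libraries by the study. Without replicate 3 the medians at 2 h were 0.18 for smooth muscle markers and -0.07 for the general interferon list (-0.62 without replicate 1), so most of the size of these 2 rests on that animal, whose 16-month library lies far from the others. Their direction stayed without replicate 3, with 7 of 8 and 5 of 23 genes larger in 16-month cultures. Camera p was then 0.00202 and 0.00664, against 0.00563 and 0.021 with all replicates, and fry p was 0.188 and 0.158. At 8 h the general NF-kB list was at 0.28 without replicate 1, and the study inflammatory list at 0.22 without replicate 1 and 0.61 without replicate 2. Beyond leaving out replicates, no technical test was run for the lists at 8 h, and the open explanations of the 35 genes apply to them too.

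For the larger rise of NF-kB genes at 2 h in 16-month cultures, 2 technical explanations were tested. Immediate early genes had a median difference of -0.20, with 5 of 17 larger in 16-month cultures, and the median was -0.67, -0.50 and 0.22 without replicates 1, 2 and 3. All are far under the value of the NF-kB list, which argues against a shift of every early response alike. Without replicate 3, whose 16-month library lies far from the others, the general NF-kB list kept a median difference of 1.19 in 18 of 18 genes (fry p 0.073), so that library is not needed for its size. The general NF-kB list holds no genes picked from these libraries. Depth, batch and the interval between LPS and harvest were not tested for this list, so age is 1 of several open explanations. Single genes did not decide it, since the edgeR quasi-likelihood test called 0 genes for this difference (168 at an unadjusted p under 0.05, 7 by the likelihood-ratio test, 14 by DESeq2). The count of splits is void here, since all 10 of 10 splits give at least 0 calls, and chance cannot be excluded.

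Windows between genes also changed with LPS. In both ages together, 184 of 6119 such windows were called at 2 h (129 raised, 55 lowered) and 128 of 6291 at 8 h (84 raised, 44 lowered). A neighbouring gene was called in the same direction for 37.0% of the called windows and 1.89% of the others at 2 h, and for 38.3% and 1.59% at 8 h. For that part, the values are consistent with reads that run past the ends of called genes. For the rest, missing annotation or other transcripts were not tested.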

How the results depend on the processing

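Chosen after the data were seen were the quality weights, the sum of replicates 1 and 3, the tests over all windows and the term for the matched share. Every alternative chosen earlier could be fitted. With leave-outs of 1 replicate kept apart, 177 values that answer a comparison stayed on the same side of the threshold or within 1.5 times, while 58 moved and 8 lost significance. Of the other values, 1471 stayed, 43 became significant, 39 lost significance and 10 changed sign. Where no cause is given below, the cause was not tested.

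Age at 8 h gave 431 to 871 calls under all alternatives except no fold change minimum, which gave 3857. Age at 0 h gave 363 to 706 calls, except 3268 with no fold change minimum and 341 with the matched-share term. LPS at 2 h in both ages gave 298 to 391 calls, except 705 with no fold change minimum and 198 with at least 1 CPM in every library. LPS at 8 h in both ages gave 219 to 275, with 3 exceptions given next. Genes detected with at least 1 CPM in every library were 12275, 11233 and 12232 at 0, 2 and 8 h, fewer by construction.

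With no low-count filter, the counts at 8 h of LPS were 615 in both ages, 399 in 5-month and 781 in 16-month cultures, and 57 for the difference between ages, with more genes tested. With at least 1 CPM in every library, fewer genes were tested, and these LPS counts were 161, 117 and 290. With no fold change minimum, they were 7588, 5459, 6891 and, for the difference, 179, since the weaker criterion admits smaller changes. Library size only gave 57 calls at 2 h in 5-month and 134 in 16-month cultures.

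The choice of test moved 5 counts. The edgeR likelihood-ratio test called 2.2e+02 genes for age (162 higher, 56 lower), 246 and 472 for LPS in 5-month and 16-month cultures, and 7 and 77 for the difference between ages at 2 h and 8 h. DESeq2 called 224, 259, 504, 14 and 68 in the same order, and limma-voom with quality weights 575, 335, 467, 37 and 59. For age at 2 h, these weights were 0.0767 and 0.0652 for the libraries of replicate 3 in 5-month and 16-month cultures, and from 3.59 to 3.90 for the others. Over all windows, the likelihood-ratio test called 225, 243, 469, 7 and 67 gene windows.

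The pairing mattered for 5-month cultures at 2 h and for the difference at 8 h. With no replicate block these counts were 157 and 0 (1087 genes at an unadjusted p under 0.05), and with a replicate block by animal 173 and 14. With no replicate block, the coefficient of variation was 0.155 at 0 h and 0.160 at 8 h. The block moved no other count of calls by over 1.5 times.

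All 18 libraries in one fit share 1 estimate of the spread between hours. This gave 567 calls for age at 2 h, 228 and 465 for LPS at 2 h in 5-month and 16-month cultures, 116 for LPS at 8 h in 5-month cultures, and 0 for the difference at 8 h (364 at an unadjusted p under 0.05). With the matched-share term added, the counts were 540, 208, 424, 89 and 0 (309 at an unadjusted p under 0.05), with 273 for LPS at 8 h in 16-month cultures and 1 for the difference at 2 h. Replicates 1 and 3 summed gave 276 calls for age at 2 h and 0 for the difference at 8 h (1752 at an unadjusted p under 0.05), with fewer samples.

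Set tests on the difference in response weakened in part. Camera with an estimated correlation gave p 0.167 for the general interferon list at 2 h. At 8 h it gave 0.123 for that list, 0.255 for the general NF-kB list, 0.168 for the study inflammatory list and 0.0623 for the study interferon list. Fry gave 0.0928 for the general interferon list at 2 h, and 0.111 and 0.0782 at 8 h for the general NF-kB and study inflammatory lists. The general NF-kB and study inflammatory lists at 2 h kept an unadjusted p under 0.05 in each test. By age, fry reversed the direction of immediate early genes at 8 h (p 0.617) and of the general interferon list at 2 h (p 0.737).

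Leaving out 1 animal or culture at a time leaves at least 2 libraries per group. The counts then ran from 490 to 576 for age at 0 h, 26 to 388 at 2 h and 512 to 755 at 8 h. The count at 2 h was highest without replicate 3, whose 16-month library lies far from the others. LPS at 2 h gave 179 to 355 calls in both ages, 0 to 324 in 5-month and 26 to 469 in 16-month cultures, with the highest count for each age without 16-month replicate 3. The count of 0 came without 5-month replicate 1. LPS at 8 h gave 231 to 321, 195 to 248 and 412 to 507. The difference in response gave 0 to 3 calls at 2 h and 1 to 93 at 8 h. The coefficient of variation ran from 0.0867 to 0.107 at 0 h, from 0.130 (without replicate 3) to 0.502 at 2 h and from 0.0925 to 0.116 at 8 h. For the difference in response, the p of the general interferon list at 2 h ran from 0.00664 to 0.0845 (without replicate 2), and that of the study inflammatory list at 8 h from 1.9e-06 to 0.0918 (without replicate 1).

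Some small values that were not called changed sign. For the difference at 2 h, UHRF1 was at 0.0094 with RLE factors, 0.0107 with DESeq2, 0.0355 with replicates 1 and 3 summed and 0.176 with quality weights. It ran from -0.108 to 0.161 with 1 culture left out, above 0 without 5-month replicate 1 (0.0306) or 16-month replicate 3. TLR4 was at 0.0152 with no replicate block, 0.0655 with replicates 1 and 3 summed and 0.217 with quality weights. With 1 culture left out it ran from -0.226 to 0.216, above 0 without 5-month replicate 2 (0.0106) or 16-month replicate 3. For the difference at 8 h, IL8 was at -0.173 with quality weights. It ran from -0.352 (without 16-month replicate 1) to 1.33 (without 16-month replicate 3), and was also under 0 without 16-month replicate 2 (-0.164) or 5-month replicate 3 (-0.0024). UHRF1 ran from -0.0365 (without 16-month replicate 2) to 0.253. TLR4 after 8 h of LPS in 16-month cultures ran from -0.0127 (without replicate 3) to 0.0963.

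Of the lists, immediate early genes changed direction for age at 2 h (p 0.0386 to 0.414) and for the difference at 2 h (p 0.0157 to 0.410) without replicate 3, where p was highest. For age at 8 h only their camera direction changed without replicate 2 (p 0.523), while the median stayed under 0 (-0.019, against -0.0097 with all replicates). Without replicate 3 their median was 0.0037 (p 0.926). Proliferation changed direction by camera alone for the difference at 8 h without replicate 3 (p 0.815), where the median stayed above 0 (0.02). Its camera p was 0.00147 without replicate 1 and 3.57e-05 without replicate 2.

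Depth and spread set limits. On simulated counts with the measured spread, 4-fold changes were recovered in 0% of 195 genes for age at 2 h and 30.8% of 195 for the difference at 2 h. The count of 0 for age at 2 h thus excludes no change of that size. The simulation spread the noise evenly over the libraries, while 1 real library at 2 h lies far from the others. The recovery may therefore not hold for the real counts, and the count of 0 for the difference argues neither way. Depth limits the genes with few reads at 0 h, such as RRAD with 2 reads in 5-month and 1 in 16-month cultures, and CCL20 and SAA3 with 0, whose folds are wide intervals or lower bounds.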

Other observations

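Chosen after the result was seen were the tests on the depth, organism and cell type of the distant library, on shared animals, on LPS or age for COL1A1, on handling for immediate early genes, on dividing cells and on the windows and tests behind fewer calls, together with the alternatives added later.

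As to chance, other splits of the same libraries were counted for each comparison. For LPS at 2 h in both ages, 1 of 98 splits (the real one) gave as many calls, with at most 12 in the others, and for LPS at 8 h 3 of 98 did, so chance can be excluded for both. In each case 2 of the 100 splits drawn could not be fitted. The other 2 splits at 8 h, with 350 and 271 calls, part only 4 of the 6 pairs, and of the 32 that part every pair, only the real one gave as many. In the other comparisons there are 10 splits, too few to exclude chance. As many calls came from 1 split for age at 0 h, 10 for age at 2 h (by construction, as the real count is 0) and 1 for age at 8 h. For LPS at 2 h it was 1 in 5-month and 3 in 16-month cultures, and for LPS at 8 h 1 in each age. For age at 2 h, the 2 splits that part only the pair of animal 3 gave 6034 calls. For LPS at 2 h in 16-month cultures, the 2 that part only culture 3 gave 6259.

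Replicate 3 of the 16-month cultures at 2 h lay far from the other libraries. Its depth (67.2 M matched reads, others 39.7 M to 103.7 M) and its matched share (96.9%, others 95.1% to 97.4%) lie inside the range of the others, which argues against depth and against reads of another organism. Its 10 leading gene windows took 8.76% of counts, under the 13.0% to 23.3% of the others, so a few dominant gene windows are excluded. Windows between genes took more than elsewhere, 28.9% of its counts (others 16.9% to 25.4%), of which 9.03% of the counts fell in 1 window of chromosome 25 (others 2.28% to 7.94%). What raised that share was not tested. After a trend with window length was removed, its SD was 1.32 (others 0.306 to 0.459), which excludes that trend as the whole cause, though its rho with length was -0.398 (others -0.119 to 0.258). Over 342 genes called for LPS without that culture its change correlated with r 0.801, and over 460 genes called for age at 0 h without that animal with r 0.698, which argues against a wrong time or age label. A bias of base composition is a candidate explanation, since its deviations followed local gene density with rho 0.31, beyond the -0.179 to 0.226 of the others. Gene density stands in for base composition here. Its trend was neither removed nor adjusted for window length, which had the stronger rho, so density and length cannot be told apart. Beyond the cell types tested next, no biological explanation was tested.

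Reads of another cell type in that library were tested with 4 marker lists. A first test on the whole macrophage list gave 41.2 CPM, above the 6.77 to 36.2 of the other libraries. It was replaced after its value was seen, because most of that sum is LAPTM5 (36.6 CPM), which these fibroblasts express in every library. Without LAPTM5 the list summed to 4.56 CPM, still above the 1.96 to 3.94 of the others, and TYROBP had 0 reads in all 18 libraries. A first limit for this sum was dropped, because no profile of such cells was at hand. Other cells in this library cannot be told apart from its other distortions by so small a sum. Sums were 9.76 CPM for keratinocyte markers (others 3.40 to 17.9), 4.51 for endothelium (2.54 to 5.46) and 11150 for smooth muscle (4307 to 10560), whose markers fibroblasts express too. Counting genes that passed 1 CPM in a fixed share of the 18 libraries, 1 macrophage, 1 keratinocyte (PERP), 1 endothelial and 7 smooth muscle genes did so. The macrophage gene FCER1G passed 1 CPM in fewer libraries, with 1.26 CPM in replicate 3 of the 16-month cultures at 0 h.

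Replicates 1 and 3 hardly differed. With edgeR over 0 h and 8 h, 0 genes were called between replicates 1 and 3 (1021 at an unadjusted p under 0.05, no other tool run), against 292 between 1 and 2 and 244 between 2 and 3. They are not 1 library deposited under both numbers, since the smallest chi-square over its degrees of freedom between them was 17.9. Whether numbers 1 and 3 stand for closely related animals cannot be told apart from a batch that set number 2 apart, as no genotype or batch label is given. The median matched share of replicate 2 was 96.3%, and those of 1 and 3 were 96.9% and 96.5%, with overlapping ranges. With replicates 1 and 3 summed, the difference in response at 8 h had 0 calls by edgeR (1752 at an unadjusted p under 0.05) and age at 2 h had 276, while the other counts stayed within 1.5 times.

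COL1A1 (chromosome 19, 37088246 to 37105011) was lower in 6 libraries, with a ratio to COL1A2 of 0.264 to 0.297 against 0.612 to 1.08 in the other 12 (0.918 or more without 16-month replicate 3 at 2 h). The same 6 had matched shares of 95.1% to 95.6% against 96.3% to 97.4%. In CPM that last library had 4508, under the 7234 to 10460 of the 6. With it left out, COL1A1 and LOC100847582, which overlaps it, were the 2 of 12883 windows without overlap between the 6 and the other 11. Their medians differed at least 2-fold. Chance gives no overlap in 0.0162% of windows, about as many, so the number of windows alone says little. They belong to 5 of the 6 groups, which argues against LPS or age. The values are consistent with COL1A1 reads left unmatched in these libraries, by a median ratio of 1.62 between missing reads (2.65% of reads) and the fall in matched share (1.64 points), within the preset limit of 2 times. The missing reads exceed the fall, so part of them stays unexplained. COL1A1 was not called in any comparison, and its fold changes should not be read as a response.

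Immediate early genes rose at 2 h of LPS with a median of 1.21 and were at 0.40 at 8 h. A response to handling or fresh medium cannot be told apart from one to LPS, since no untreated cultures of 2 h were analysed here.

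UHRF1 and DNMT1 were higher in 16-month cultures, and so was the proliferation list, with a median of 1.37 at 0 h over 28 windows that run from -0.12 to 2.00. Of these, 1 exceeded UHRF1 and 27 exceeded DNMT1. A larger share of dividing cells is a candidate explanation. Over 6 cultures centred by age, the list correlated with UHRF1 at r 0.887 (exact permutation p 0.0403, adjusted 0.0806 over 2 relations, rho 0.543 with p 0.297) and with DNMT1 at r 0.762 (exact permutation p 0.0861, rho 0.486 with p 0.356). Without the cultures of animal 2, which lie farthest, r was -0.296 and -0.603, so the relation rests on that animal and the explanation cannot be told apart from an effect of age on these genes. This test replaced a first one over 18 libraries, because libraries of 1 culture are not independent.

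The counts of calls here differ from those of the study in several comparisons. The study describes a paired likelihood-ratio test, while the counts here come from the quasi-likelihood test over gene windows only. LPS at 2 h gave 309 calls, 201 higher and 108 lower. These are fewer than the study gave. LPS at 8 h gave 270 calls, of which 88 were lower. Both are fewer than in the study. Age at 2 h gave 0 calls by the edgeR quasi-likelihood test, 0 of them higher. The study gave more. The likelihood-ratio test over all windows, those between genes included, gave 326 calls for age at 2 h, so windows and test may account for that difference. The same setting gave 579 and 380 calls for LPS at 2 h and 8 h, and 744 and 904 for age at 0 h and 8 h. Over all windows, 18919, 18611 and 19204 were detected at 0, 2 and 8 h. Those at 0 h and 8 h equal the counts of targets in the study, so its targets very likely included windows between genes.

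A window between AUTS2 and RN18S1 (chromosome 25, 31381456 to 32428075) took 2.28% to 9.03% of all counts per library.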
